# Dkk3 dependent transcriptional regulation controls age related skeletal muscle atrophy

**DOI:** 10.1038/s41467-018-04038-6

**Published:** 2018-05-01

**Authors:** Jie Yin, Lele Yang, Yangli Xie, Yan Liu, Sheng Li, Wenjun Yang, Bo Xu, Hongbin Ji, Lianghua Ding, Kun Wang, Gang Li, Lin Chen, Ping Hu

## Abstract

Age-related muscle atrophy (sarcopenia) is the leading cause for disability in aged population, but the underlying molecular mechanisms are poorly understood. Here we identify a novel role for the secreted glycoprotein Dickkopf 3 (*Dkk3*) in sarcopenia. Forced expression of *Dkk3* in muscles in young mice leads to muscle atrophy. Conversely, reducing its expression in old muscles restores both muscle size and function. Dkk3 induces nuclear import of β-catenin and enhances its interaction with FoxO3, which in turn activates the transcription of E3 ubiquitin ligase *Fbxo32* and *Trim63*, driving muscle atrophy. These findings suggest that Dkk3 may be used as diagnostic marker and as therapeutic target for age-related muscle atrophy, and reveal a distinct transcriptional control of Fbxo32 and Trim63.

## Abstract (web summary)

Ageing is associated with muscle atrophy. Here, the authors show that the secreted glycoprotein Dickkopf 3 promotes muscle atrophy by inducing nuclear import of beta-catenin, its association with FoxO3 and the consequent activation of the atrophy-related genes *Atrogin1* and *MuRF1*.

## Introduction

Aging related decline of muscle mass and strength (sarcopenia) leads to limitation of mobility, metabolic changes, and mortality^1,2^. Although many molecules have been indicated to be associated with sarcopenia^1,2^, identification of factors present in circulation that correlate well with the markers of muscle atrophy is still challenging. Recently, it has been reported that reduction of circulating oxytocin is correlated with age. Oxytocin can facilitate myogenic progenitor cell proliferation to restore muscle regeneration in old mice, which in turn improves muscle functions^3^. Few circulating factors secreted by skeletal muscles and functioning directly on muscle mass maintenance have been identified to date.

The transcription activation of E3 ubiquitin ligase *Fbxo32* (*Atrogin1/MAFbx*) and *Trim63* (*MuRF1*) is a key regulatory step in diverse types of muscle atrophy^4,5^. Depletion of Trim63 helps muscle mass maintenance with age^6^. FoxO3, a member of Forkhead transcription family, is required for the transcription activation of both *Fbxo32* and *Trim63*^7,8^. FoxO3 has a central role in regulating muscle atrophy and it is sufficient to induce atrophy^9,10^. Many factors regulate skeletal muscle atrophy by modulating the activity of FoxO proteins^11^. IGF/PI3K/Akt signaling, IGF/mTOR signaling, and PGC-1α can all protect skeletal muscle from atrophy by inhibiting FoxO3 activity^8,12–16^. Wnt7a induces hypertrophy in both normal and DMD mice by direct activation of the Akt/mTOR pathway in an IGF receptor-independent manner^17,18^, suggesting that the non-canonical Wnt signaling pathway has important roles in muscle mass control.

Dkk3 is a secreted glycoprotein belonging to the Dickkopf (Dkk) family^19^. Dkk1, 2, and 4 can bind Wnt co-receptor Lrp5/6 and Kremen proteins to antagonize Wnt signaling^20–25^. Unlike other members in the Dkk family, Dkk3 is unable to bind Lrp and Kremen proteins^23,24,26^ and its receptor remains to be determined. The functions of Dkk3 in Wnt signaling pathway have not been fully understood. Dkk3 level is increased in circulating blood in aged population and its expression is upregulated during cellular senescence in prostate basal epithelial cells^27^, suggesting that Dkk3 may have a role in aging related disorders. Dkk3 has been suggested to function in myogenesis. In zebrafish, it increases the level of phosphorylated p38α and activates the transcription of *Myf5* through interaction with Integrin α6b^28,29^. The translation of Dkk3 is in turn inhibited by miR3906 that is encoded by the first intron of *Myf5*. This feedback loop regulates the embryonic myogenesis in zebrafish^30^. The functions of Dkk3 in muscle mass control remain to be elusive.

Whether sarcopenia is induced by molecules produced by muscle or from other organs is still under debating. Here we identified Dkk3 as the key secreted factor generated by muscles to induce sarcopenia and characterized the mechanism of Dkk3-dependent transcription activation of Fbxo32 and Trim63. These findings shed lights on understanding the causing of sarcopenia.

## Results

### *Dkk3* expression levels are increased in age-related muscle atrophy

To identify the genes specifically upregulated or downregulated in aging related muscle atrophy (sarcopenia), tibialis anterior (TA) muscles from 3-month-old (Young) and 20-month-old (Old) mice were harvested. Mice at both ages (3-month-old and 20-month-old) were healthy. No tumor, obesity, injury, or other diseases were detected. Muscle fiber size was reduced in 20-month-old mice, suggesting the occurrence of muscle atrophy. 

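TA muscle, a muscle at the front of the lower leg, was taken from C57BL/6 mice aged 3 months (Young) and 20 months (Old), and mRNA-seq was performed on 2 samples per age, named Old 1, Old 2, Young 1 and Young 2 in the labels. The legend of Fig. 1 gives the same number per age, while the design text of the dataset speaks of 3. The paper names a stranded TruSeq mRNA kit, and the labels name a TruSeq RNA kit without that word. The authors trimmed the reads, removed PCR duplicates, aligned the reads to the mouse genome with TopHat2 guided by RefSeq genes, and deposited FPKM values (sequenced fragments scaled by the length of the transcript and by the mapped fragments of the sample) per gene locus from Cufflinks, separately for each sample. The loci carry mm10 coordinates. Read counts are not part of these values and whole reads could not be recovered from them, so the depth of each sample is unknown and no counting error is given.
Values were complete for 20605 loci in Old 1, 21147 in Old 2, 21135 in Young 1 and 20624 in Young 2. With chromosomes in text order, they ended within chromosome 7 in Old 1 and Young 2 and at the start of chromosome 8 in Old 2 and Young 1. Genes further on in that order, among them those on the X and Y chromosomes, were not analysed here. Over the 20605 loci with a value in all 4 samples, FPKM summed to 698130 in Old 1, 226747 in Old 2, 251294 in Young 1 and 739302 in Young 2. The number of these loci listed at 0 was 5223, 9558, 9452 and 5335 in the same order. The 10 highest loci held 27.6% of the summed FPKM in Old 1, 17.8% in Old 2, 18.8% in Young 1 and 24.1% in Young 2.
The 2 samples of one age differed by a factor. The median log2 ratio of Old 1 to Old 2 was 0.94 and that of Young 2 to Young 1 was 0.93. The factor varied with expression: the median log2 ratio of the old samples was 1.65 at 0.3 to 1 FPKM, 1.24 at 1 to 3 FPKM and 0.97 at 10 to 30 FPKM. At 10 to 30 FPKM, the robust SD of the log2 ratio across genes was 0.04 between the old samples and 0.05 between the young samples, against 0.40 between Old 1 and Young 2 and 0.39 between Old 2 and Young 1. The sampling noise of a log2 ratio at that level would be 0.06 for the old samples if each held 10000000 fragments, and 0.02 if each held 100000000. These noise values take the FPKM of Old 1 for both samples, and are too low if genes in Old 2 held fewer fragments. At 1 to 3 FPKM, the robust SD between the old samples was 0.22, against 0.15 with an assumed 10000000 fragments. Each sample's value is therefore given below, without a mean ± SD across the samples of an age.
Loci that share a gene symbol were summed. FPKM values were used as deposited, without further scaling, and log2(FPKM + 1) was compared between old and young muscles with limma (empirical Bayes with a trend, Benjamini-Hochberg adjustment), which treats the 2 samples of an age as independent. If they are 1 library, each age has n = 1 and the tests have no replicate check. Genes with at least 1 FPKM in at least 2 of the 4 samples were tested. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values.
The replicate numbers of the labels were checked as a pairing. Across 10266 tested genes, deviations from the mean of the age had a correlation of -0.885 between samples with the same number and 0.885 between samples with different numbers. With 2 samples per age the deviations are equal and opposite, so the second value follows from the first. Genes are not independent replicates. Differences are therefore also given for the crossed pairs, Old 1 with Young 2 and Old 2 with Young 1, a pairing chosen after seeing the values.

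**Figure D1:**
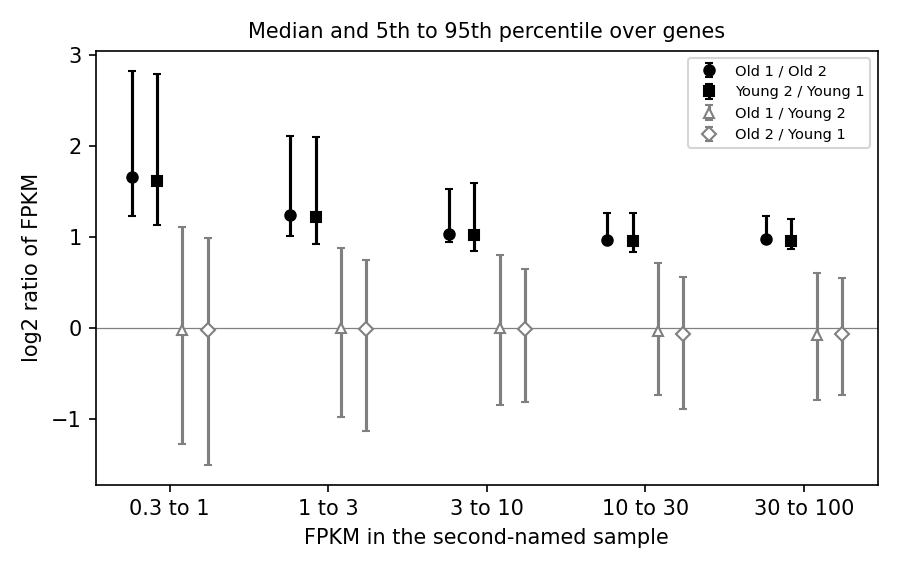
log2 ratio of FPKM between pairs of samples (y axis), for genes grouped by their FPKM in the second-named sample (x axis). Points are medians over genes and bars run from the 5th to the 95th percentile. At 10 to 30 FPKM the medians lie at 0.97 for the old pair and 0.95 for the young pair, with bars from 0.93 to 1.26 and from 0.83 to 1.26, and the pairs of different age lie near 0 with bars from -0.74 to 0.71 and from -0.89 to 0.56.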

RNA sequencing analysis was then performed with these muscle samples. Overall, 24,799 genes were detected. 

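The loci with a value in all 4 samples carried 20340 gene labels once loci with the same symbol were summed. Of these, 15823 had an FPKM above 0 in at least 1 sample, and 10639 had an FPKM above 0 in all 4 samples. With a minimum of 0.1 FPKM in at least 1 sample, 14431 genes were detected, and with a minimum of 1 FPKM in at least 1 sample, 11115. These numbers cover the chromosomes that run up to chromosome 7 in text order. The number of reads behind a value of 0 is unknown, so a gene at 0 is described only as listed at 0.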

Among them, 95.7% maintained constant expression level in both young and old muscles; 2% (501) were significantly upregulated; 2.3% (584) were significantly downregulated (Fig. 1a, b) in old muscle. 

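Of 10266 genes tested, 18 (0.175%) were higher and 13 (0.127%) were lower in old muscles at an adjusted p under 0.05 (limma, 2 samples per age). At an unadjusted p under 0.05, 35 were higher and 42 were lower. The median log2 fold change over the tested genes was -0.01, and the median standard error was 0.98, about the size of the difference between samples of one age. The largest move came with the crossed pairs as a block, which gave 2812 genes higher and 3374 lower. Scaling each sample to the same median gave 901 and 1128. With the replicate number of the labels as a block, a pairing taken from the labels, the numbers were 2 and 3, and the correlation of same-numbered deviations was -0.885. A fold of at least 2, with both old samples on the same side of both young samples and no test, was met by 96 genes higher and 155 lower in old muscles. In both crossed pairs, 88 genes were at least 2-fold higher and 162 at least 2-fold lower, and 7 changed by that much in opposite directions.
Of the 31 genes past the threshold, 21 (67.7%) were listed at 0 in at least 1 sample, against 9.48% of the tested genes. For 9 of the higher genes both young samples were listed at 0, and for 7 of the lower genes both old samples were. Small RNA genes of the Snora and Mir families accounted for 10 of the 31, and 7 were loci without a gene symbol.
The 5 genes with the largest increase were Myh1, the locus of Mir1940 and Snora47, Snora41, Snora15 and Snora75, all listed at 0 in both young samples. Myh1 had 1318 FPKM in Old 1 and 156 FPKM in Old 2, a log2 fold change of 8.83 (standard error 0.93, adjusted p = 8e-18 from limma). For Mir1940 and Snora47 the FPKM was 274 and 268, with a log2 fold change of 8.09, and those of Snora41, Snora15 and Snora75 were 6.02, 5.57 and 5.41. The 5 largest decreases included Tnnt3, which was listed at 0 in both old samples and had 4465 FPKM in Young 1 and 7509 FPKM in Young 2, a log2 fold change of -12.50 (standard error 0.96, adjusted p = 1e-34 from limma). The other 4 were loci without a symbol, with log2 fold changes from -13.65 to -6.15. The locus with the largest decrease lies on chromosome 4 from 32964788 to 32964904 (mm10), was listed at 0 in both old samples, and had 7501 FPKM in Young 1 and 22040 FPKM in Young 2. Values of 0 in both samples of one age may be failed estimates, which was not tested for this pattern. The folds of these genes therefore cannot be taken as changes in expression. These p-values rest on a variance shared by all tested genes (20532 degrees of freedom), not on the 4 values of a gene. With median scaling the fit had 3.47 degrees of freedom, and the adjusted p from limma was 0.0085 for Tnnt3 and 0.018 for Myh1. With 2 samples against 2, an exact permutation test gives no two-sided p under 0.333.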

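The KEGG lists used by the paper were not used here. In their place, lists of spliceosome genes and of Parkinson's disease genes were written by hand before the values were examined, the second made up of respiratory chain genes and of other genes of that pathway. Of 119 spliceosome genes, 107 had a value in all 4 samples and were tested. Their median log2 fold change was 0.09, with 66 genes higher and 41 lower in old muscles. Among 10000 random lists of the same size matched on mean expression, this median lay at percentile 99.5, and the median of the random lists was -0.01. The medians in the crossed pairs were 0.10 (percentile 99.4) and 0.07 (percentile 99.1). The competitive gene set test camera from limma gave an adjusted p of 0.0547 for an increase over the 107 genes (Benjamini-Hochberg over the 2 lists).
Of 121 Parkinson's disease genes, 97 (80.2%) had a value and 88 were tested. Their median log2 fold change was -0.36, with 76 genes lower and 12 higher in old muscles. None of the 10000 matched random lists had a median this low, which places the list at percentile 0. In the crossed pairs the medians were -0.37 and -0.35, and camera from limma gave an adjusted p of 4.2e-05 for a decrease. In the respiratory chain part of the list, 62 of 66 tested genes were lower, with a median of -0.38 at percentile 0. For the remaining genes the median was -0.07 over 22 tested genes, but only 73.8% of that part had a value, so that comparison is void. The replicate number as a block left the medians at 0.09 and -0.36, since a block does not move a difference of means. When 1 sample was left out in turn, the median of the spliceosome list ranged from -0.45 to 0.58 and that of the Parkinson's disease list from -0.88 to 0.16. Leaving out a sample changes the balance of the factor between samples of one age and so moves most genes together, and these ranges do not single out the lists. The percentiles describe these libraries and are not tests across mice.
The 18 genes past the limma threshold in the higher group included 0 spliceosome genes, and the 13 in the lower group included 0 Parkinson's disease genes (odds ratio 0 for both, one-sided Fisher's exact test, p = 1 for both). When as many genes as the paper calls were taken in the order of the limma statistic, the 501 highest included 14 spliceosome genes (odds ratio 2.99, p = 6.7e-04, one-sided Fisher's exact test). The 584 lowest included 11 Parkinson's disease genes (odds ratio 2.39, p = 0.0109, one-sided Fisher's exact test). The background of each test was the 10266 tested genes.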

Spliceosome genes were enriched in the upregulated group and Parkinson’s disease-related genes were enriched in the downregulated group (Supplementary Fig. 1a). 

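Fbxo32, a muscle E3 ubiquitin ligase gene on chromosome 15 from 58175879 to 58214892 (mm10 locus), had 95.9 FPKM in Old 1 and 45.9 FPKM in Old 2, against 8.88 FPKM in Young 1 and 19.8 FPKM in Young 2. Both old samples were above both young samples (exact permutation test, two-sided p = 0.333, the smallest p that 2 samples against 2 allow). The log2 fold change was 2.23 (standard error 0.93, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). In the crossed pairs, Fbxo32 was 4.84-fold higher in Old 1 than in Young 2 and 5.16-fold higher in Old 2 than in Young 1. The ratio of mean FPKM was 4.94.
Trim63, on chromosome 4 from 134315120 to 134329629 (mm10 locus), had 182 FPKM in Old 1 and 89.95 FPKM in Old 2, against 45.0 FPKM in Young 1 and 87.6 FPKM in Young 2. The lower old sample exceeded the higher young sample by a log2 ratio of 0.04, and the permutation p was again 0.333 (exact, two-sided). The log2 fold change was 1.01 (standard error 0.97, adjusted p = 1.00 from limma). In the crossed pairs the folds were 2.07 and 2.00, and the ratio of mean FPKM was 2.05.
With the samples paired by the replicate number of the labels as a block, a pairing for which the correlation of same-numbered deviations was -0.885, the log2 fold changes of 2.23 for Fbxo32 and 1.01 for Trim63 had standard errors of 1.86 and 1.94 and adjusted p = 1.00 from limma. Scaling each sample to the same median lowered the standard errors to 0.05 and 0.03, with log2 fold changes of 2.25 and 1.03 and adjusted p of 0.00775 and 0.00846 from limma. With the crossed pairs as a block the adjusted p was 0.00565 for both genes from limma. These smaller errors measure the spread left between the 2 samples of an age once their common factor is removed.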

Consistent with previous reports, the expression level of muscle atrophy marker *Fbxo32* and *Trim63* were upregulated in old muscles for two- to threefolds (Supplementary Fig. 1b, c)^4,5^. 

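Dkk3 lies on chromosome 7 from 112115894 to 112160744 (mm10 locus), on the minus strand. Its FPKM was 5.68 in Old 2 and 2.75 in Young 1. The values of Old 1 and Young 2 ended on chromosome 7 before this locus, and Dkk3 was not analysed here in those samples. With 1 sample per age there is no replicate check, no test was made, and Dkk3 was not among the genes tested with limma. The ratio of Old 2 to Young 1 was 2.07, a log2 ratio of 1.05, and the difference on the log2(FPKM + 1) scale was 0.83. With a pseudocount of 0.1 it was 1.02. For comparison, the same pair of samples gave 5.16-fold for Fbxo32 and 2.00-fold for Trim63. Between Old 2 and Young 1, 114 of the tested genes were at least 2-fold higher in Old 2 and 198 were at least 2-fold lower, and the SD of the log2 difference across genes was 0.55. The paper states that Dkk3 was significantly increased in these data, and goes on to describe it as a secreted protein of the Dickkopf family.

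**Figure D2:**
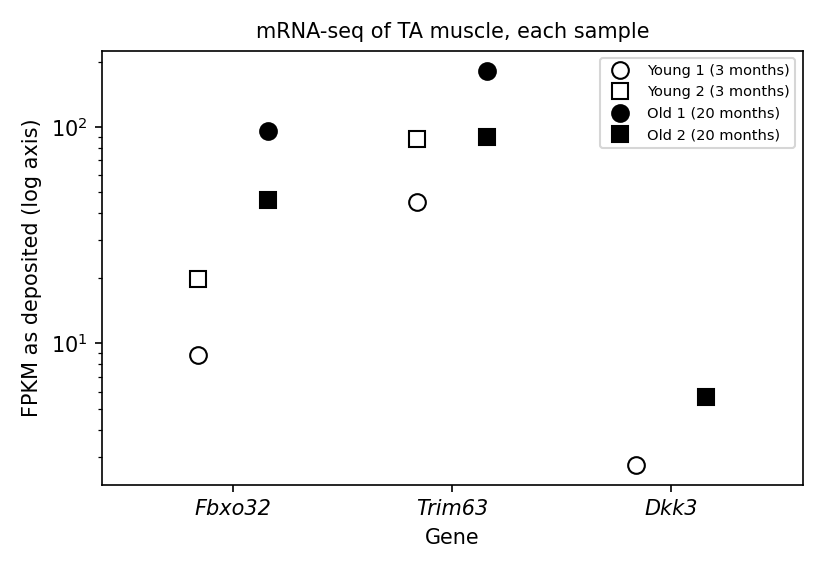
FPKM of Fbxo32, Trim63 and Dkk3 in each sample of TA muscle, on a log axis. Open symbols are young samples and filled symbols are old samples; circles are replicate 1 and squares replicate 2 in the labels. Fbxo32 lies between 8.88 and 19.8 FPKM in young and between 45.9 and 95.9 FPKM in old muscles, and Dkk3 has 1 value per age.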

We noticed that the expression level of *Dkk3* was also significantly increased in old muscles for about fourfolds (Supplementary Fig. 1b, c). Dkk3 is a secreted protein belonging to the Dickkopf family^19,31^, and is enriched in brain and muscle tissues (Supplementary Fig. 2a). As indicated by the RT-qPCR analysis, Dkk3 was the only Dkk family member enriched in muscle tissue (Supplementary Fig. 2b). It is the most divergent member of the Dickkopf family in both protein structure and functions^19^. It does not bind the common receptors shared by other Dkk family members and Wnt ligands^24,28,31^, and whether it regulates Wnt signaling pathway like the other members of Dkk family is controversial^24,25,28,32,33^. Its functions in muscle atrophy have not been characterized yet.

**Fig. 1:**
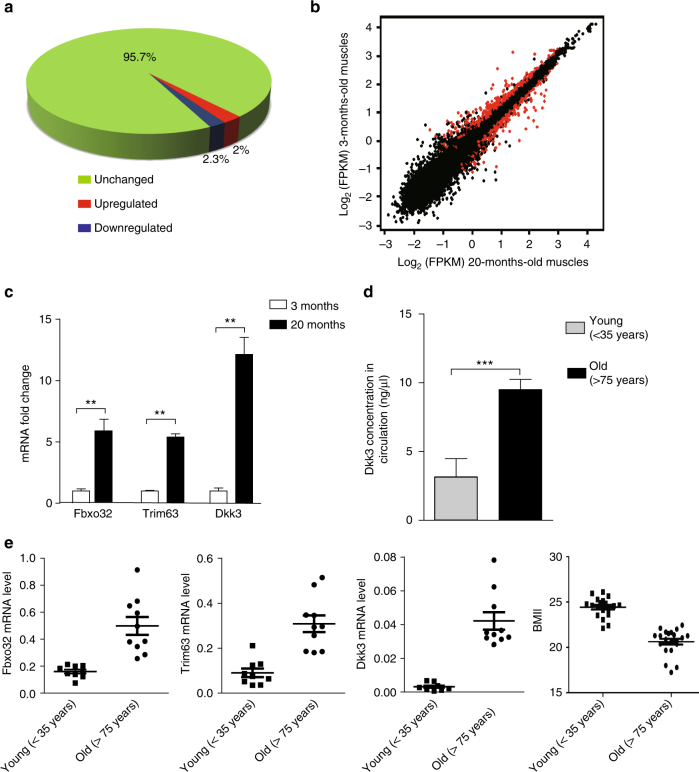
*Dkk3* is upregulated in muscles with age-related atrophy. **a** A pie diagram indicating the percentage of genes showing expression level changes in old versus young muscles. RNA was isolated from TA muscles showing atrophy and subjected for mRNA-sequencing analysis. The percentage of genes downregulated in TA muscles isolated from old mice compared to that in TA muscle isolated from young mice was indicated by blue. The percentage of genes upregulated in old TA muscles was indicated by red. The percentage of genes unchanged was indicated by green. **b** A scatter plot showing the comparison of transcriptome of old muscles showing atrophy versus young muscles. The red dots indicated the genes that were differentially expressed in old muscles versus young muscles. Statistic analysis was based on two independent mRNA-seq experiments for each sample. **c** Expression levels of *Fbxo32*, *Trim63*, and *Dkk3* in primary myofibers isolated from young or old mice, respectively. RT-qPCR was performed with RNA extracted from the primary myofibers. Error bars indicated standard deviation (s.d.) and were based on three independent experiments. ** indicated *p* < 0.01. **d** Dkk3 protein level was elevated in peripheral blood of sarcopenia patients. Dkk3 protein level was examined by ELISA in blood samples taken from sarcopenia patients and healthy young humans. Error bars indicated s.d. and were based on 20 samples. *** indicated *p* < 0.001. **e** *Dkk3* expression level was correlated with *Fbxo32* and *Trim63* expression level and BMI (body mass index) in aged human muscles. RT-qPCR assays were performed with muscle biopsies obtained from young or old patients and the results were normalized to GAPDH. The line indicated mean value. Error bars indicated s.d. and were based on 10 biological replicas. All *p-*values were based on two-tailed *t-*test

The upregulation of *Fbxo32*, *Trim23*, and *Dkk3* in old muscles was first confirmed by RT-qPCR with total RNA extracted from muscle tissues (Supplementary Fig. 3a). There were multiple lineages of cells in muscle tissue, such as blood cells, mesenchymal cells, and muscle cells. To further confirm the expression of *Fbxo32*, *Trim23*, and *Dkk3* in muscle cells, myofibers were isolated from either 3- or 20-month-old mouse muscles and RT-qPCR was performed. Expression levels of all three genes were markedly increased, suggesting the upregulation of these genes was enriched in muscle lineage cells (Fig. 1c; Supplementary Fig. 3b). The primary myofibers contain terminal differentiated muscle cells and a few satellite cells. We further compared the expression level of *Dkk3* in muscle satellite cells with that in myofibers. Dkk3 was barely detected in satellite cells, while its level was significantly higher in myofibers (Supplementary Fig. 3b), suggesting that terminal differentiated muscle cells were the major source of Dkk3.

Dkk3 is a secreted protein. We therefore investigated whether Dkk3 protein level in circulation was also upregulated in old mice by ELISA. The serum Dkk3 concentration was significantly higher in old mice (Supplementary Fig. 4), suggesting that Dkk3 could be a marker for sarcopenia diagnosis.

*Dkk3* is highly conserved across species (Supplementary Fig. 3c), we next examined the expression level of *Dkk3* in human muscle samples. Consistent with the observations in mice, *Fbxo32*, *Trim63*, and *Dkk3* were upregulated in muscles from aged patients with lower BMI (body mass index) as well (Fig. 1e). Furthermore, Dkk3 protein level in circulation was also elevated in the elders (Fig. 1d), that is consistent with previous reports^27^. These results revealed the correlated upregulation of Dkk3 with Fbxo32 and Trim63, suggesting high *Dkk3* expression level to be the potential marker for sarcopenia.

### Over-expression of *Dkk3* leads to muscle atrophy in young mice

To further investigate the functions of Dkk3 in muscle atrophy, we over-expressed *Dkk3* in myotubes. Myotubes differentiated from young primary myoblasts were infected by adenovirus-encoding *Dkk3* with Flag tag inserted after the signal peptide. Seventy two hours after infection, the myotubes were markedly thinner than those infected by vector virus (Fig. 2a, b). Consistent with the cell morphology changes, both the mRNA levels and the protein levels of *Fbxo32* and *Trim63* were significantly increased upon *Dkk3* over-expression (Fig. 2c, d). These results suggest that Dkk3 can induce atrophy in young myotubes.

**Fig. 2:**
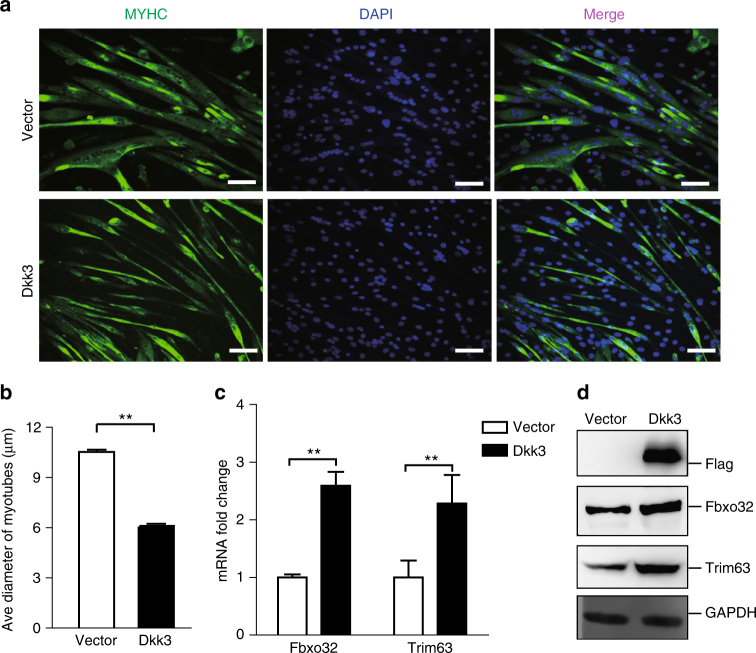
Over-expression of *Dkk3*-induced atrophy in cultured myotubes. **a** Representative images of myotubes over-expressing *Dkk3*. Primary myotubes were infected by adenovirus-encoding Dkk3 or control vector. Seventy two hours after infection, the myotubes over-expressing *Dkk3* were significantly thinner than those infected by control vector. Green indicated myosin heavy chain (MYHC) immunofluorescent staining. Blue indicated DAPI staining of nuclei; Merge indicated merged images of MYHC and DAPI. Scale bars, 50 μm. **b** Quantification of the average diameters of the myotubes over-expressing *Dkk3* or vector control. Error bars indicated s.d. and were based on three independent experiments. The diameters of 900 myotubes were measured in each experiment. ** indicated *p* < 0.01. **c** *Fbxo32* and *Trim63* expression levels increased after *Dkk3* over-expression. Vector indicated myotubes infected with adenovirus-encoding vector control. Dkk3 indicated myotubes infected with adenovirus-encoding Dkk3. Error bars indicated s.d. and were based on three independent experiments. ** indicated *p* < 0.01. **d** Over-expression of *Dkk3* increased the protein levels of Fbxo32 and Trim63. Immunoblotting assays were performed with whole-cell extracts from myotubes over-expressing *Dkk3* or vector control. Dkk3 was tagged with Flag tag. GAPDH served as internal control. All *p*-values were based on two-tailed *t-*test

As a secreted protein, Dkk3 should function both intracellularly and extracellularly. To investigate whether Dkk3 can function extracellularly, recombinant Dkk3 was purified (Supplementary Fig. 5a) and added to the medium to treat myotubes differentiated from primary myoblasts. An irrelevant secreted protein (Fab) was used as control. Forty-eight hours after Dkk3 treatment, the myotubes became significantly thinner than those in the control group (Supplementary Fig. 5b, c). The fusion index of myotubes remained unchanged, suggesting the thinner myotubes are not due to differentiation defects (Supplementary Fig. 5d). These results indicate the occurrence of myotube atrophy. Consistently, both the mRNA and protein levels of Fbxo32 and Trim63 were significantly upregulated upon extracellular Dkk3 treatment (Supplementary Fig. 5e, f). Together, these results suggest that Dkk3 works as an autocrine factor to induce muscle atrophy.

To further explore whether the elevated Dkk3 level could induce muscle atrophy in vivo, adenovirus-encoding *Flag*-tagged *Dkk3* and GFP was injected into the TA muscle of young mice (3-month-old) intramuscularly once a day for a week (Fig. 3a). Only adenovirus-expressing GFP was injected into the TA muscle of another young mouse with the same gender and age as the Dkk3-recipient mouse. Seven days after the final virus injection, TA muscles were harvested. The expression of *Flag-*tagged *Dkk3* was detected by immunoblotting (Fig. 3b). The muscle fiber size was also examined. The size of the muscle fibers with *Dkk3* over-expression was significantly smaller than that from muscle expressing GFP (Fig. 3c, d). Consistently, both the expression levels of *Fbxo32* and *Trim63* were significantly increased in TA muscles expressing ectopic Dkk3 as indicated by RT-qPCR and immunoblotting (Fig. 3e; Supplementary Fig. 6). The TA muscle weight was also decreased after *Dkk3* over-expression (Fig. 3f). The contraction abilities of TA muscle over-expressing *Dkk3* also decreased significantly (Fig. 3g), while the 1/2 relaxation time increased (Fig. 3h). These observations suggest that ectopic expression of *Dkk3* in young muscle is sufficient to induce muscle atrophy.

**Fig. 3:**
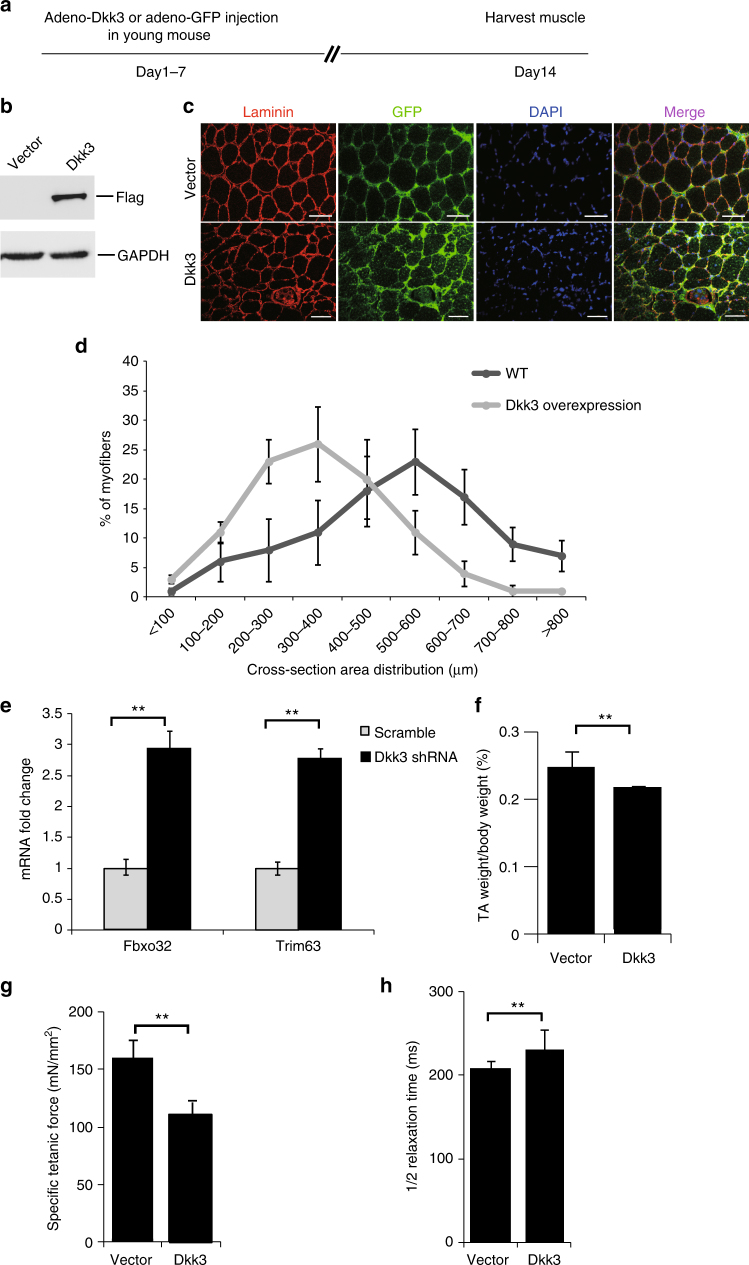
Over-expression of *Dkk3* in vivo induced muscle atrophy in young mice. **a** The schedule of virus injection. **b** Adenovirus-encoding Flag-Dkk3-IRES-GFP was injected to TA muscles in young mice (3 months) intramuscularly. Adenovirus-encoding GFP vector was injected to the TA muscle in mice with the same age and gender. Injections were performed once a day for 7 continuous days. TA muscles were harvested at day 14 for further analysis. A small portion of the TA muscles was used to make protein extracts. Anti-Flag immunoblotting was performed to detect the expression of the ectopic Flag-*Dkk3*. **c** Immunofluorescent staining images of muscle cross sections derived from TA muscles over-expressing *Dkk3* or vector control. Red indicated laminin staining; green indicated GFP; DAPI indicated nuclei; merge indicated merged images of laminin, GFP, and DAPI. Scale bars, 50 μm. **d** Percentage distribution of muscle fiber cross section area derived from muscles over-expressing *Dkk3* or GFP. The cross areas of all 1500 fibers in each TA muscle were checked. Black squares indicated muscle sections with ectopic *Dkk3* expression. Gray dots indicated muscle sections expressing vector. Error bars indicated s.d. and were based on five independent experiments. **e** *Fbxo32* and *Trim63* mRNA levels were measured by RT-qPCR in TA muscles with ectopic *Dkk3* or GFP expression. Error bars indicated s.d. and were based on five independent experiments. ** indicated *p* < 0.01. **f** Weight of TA muscles over-expressing *Dkk3* was compared to that expressing vector control. Error bars indicated s.d. and were based on five independent experiments. ** indicated *p* < 0.01. **fg** Specific titanic force of TA muscles over-expressing *Dkk3* or vector control in young mice (3 months). Error bars indicated s.d. and were based on 5 independent experiments. ** indicated p < 0.01. **h** 1/2 relaxation time of TA muscles over-expressing *Dkk3* or vector control in young mice (3 months). 1/2 relaxation time of TA muscles in old mice were compared to that of young mice (3 months). Error bars indicated s.d. and were based on five independent experiments. ** indicated *p* < 0.01. All *p*-values were based on two-tailed *t-*test

To rule out the variation among individuals, we also performed another set of experiments where virus encoding *Dkk3* was injected in TA muscle in one leg and virus encoding *GFP* was injected to TA muscle in the opposite leg. The virus was injected at the same frequency as described above in Fig. 3 (Supplementary Fig. 7a). Seven days after the final injection, TA muscles were harvested. Similar experiments were performed. The fiber size and TA muscle weight were all decreased (Supplementary Fig. 7b, c and e). The *Atrogin1* *Fbxo32* and *Trim63* mRNA levels were significantly upregulated (Supplementary Fig. 7d). The muscle contraction abilities were also impaired (Supplementary Fig. 7f, g).

### Reduction of Dkk3 level rescues aging related muscle atrophy

We next investigated whether reducing *Dkk3* expression level could rescue muscle functions in old muscles. Adenovirus-encoding shRNA against *Dkk3* was injected intramuscularly to TA muscle in 20-month-old mice (Fig. 4a). Adenovirus-encoding scramble shRNA was injected to the TA muscle of a mouse with the same age and gender. The shRNA reduced Dkk3 expression level efficiently (Fig. 4b). The expression levels of *Fbxo32* and *Trim63* were downregulated significantly upon Dkk3 RNAi (Fig. 4b). The fiber size of TA muscle was increased markedly after Dkk3 RNAi compared to that of TA muscle with scramble shRNA injection (Fig. 4c, d).

**Fig. 4:**
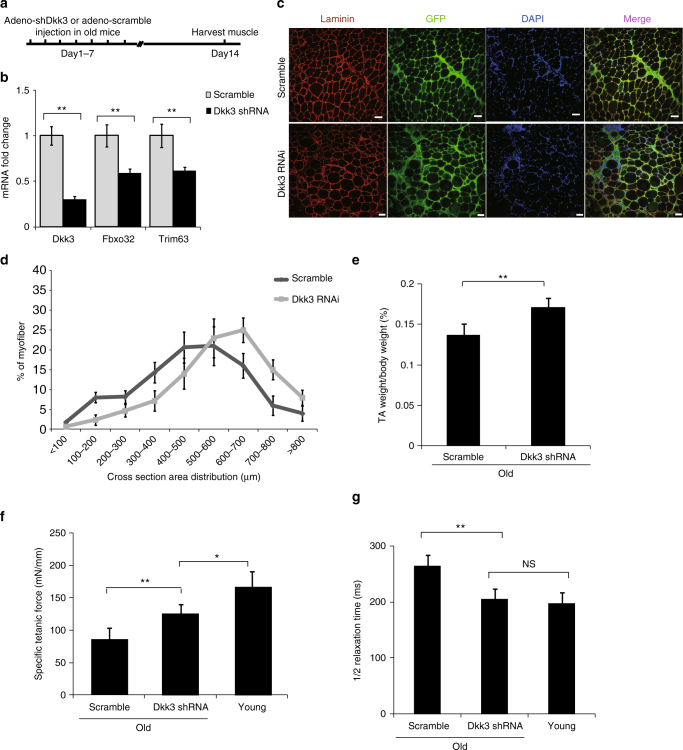
Reduction of Dkk3 level rescued age-related muscle atrophy. **a** Adenovirus-encoding shRNA against *Dkk3* was injected to TA muscles in old mice (20 months) intramuscularly. Adenovirus-encoding scramble shRNA was injected to the TA muscle in a mouse with the same age and gender as control. Both pieces of shRNA were co-expressed with GFP to label the infected muscle fibers in vivo. Injections were performed once a day for 7 continuous days. TA muscles were harvested at day 14 for further analysis. **b** Gene expression levels of *Dkk3*, *Fbxo32*, and *Trim63* in TA muscles injected with shRNA against *Dkk3* or scramble control as indicated by RT-qPCR. Error bars indicated s.d. and were based on five independent experiments. ** indicated *p* < 0.01. **c** Representative immunofluorescent staining images of muscle cross sections derived from TA muscles in old mice treated with shRNA against *Dkk3* or scramble control. The cross areas of all 1500 fibers in each TA muscle were checked. Red indicated laminin staining; green indicated GFP; DAPI indicated nuclei; merge indicated merged images of laminin, GFP, and DAPI staining. Scale bars, 50 μm. **d** Percentage distribution of muscle fiber cross section area derived from muscles treated with shRNA against *Dkk3* or scramble control. Black dots indicated muscle sections with scramble control treatment. Gray squares indicated muscle sections with *Dkk3* RNAi. **e** The percentage of TA muscle (by weight) in whole body muscles derived from mice treated with shRNA against *Dkk3* or scramble control. Error bars indicated s.d. and were based on five independent experiments. ** indicated *p* < 0.01. **f** Specific titanic force of TA muscles treated with shRNA against *Dkk3* or scramble control in old mice (20 months). The specific titanic force of TA muscles in old mice were compared to that of young mice (3 months). **g** 1/2 relaxation time of TA muscles treated with shRNA against *Dkk3* or scramble control in old mice (20 months). 1/2 relaxiation time of TA muscles in old mice were compared to that of young mice (3 months). All error bars indicated s.d. based on 5 independent experiments. ** indicated *p* < 0.01. * indicated *p* < 0.1. NS indicated no significant changes. All *p*-values were based on two-tailed *t*-test

We further investigated whether the contraction abilities of the old muscles subjected to Dkk3 RNAi were also improved. The weight of TA muscles increased after Dkk3 RNAi (Fig. 4e). The specific titanic force was also increased after Dkk3 RNAi in old mice, close to that of young mice (Fig. 4f). The 1/2 relaxation time of the old TA muscles treated with shRNA against Dkk3 was also improved to the level comparable to that of young TA muscles (Fig. 4g). Together, these results reveal that reduction of Dkk3 level in old mice can improve both muscle fiber size and functions, suggesting Dkk3 to be a potential target to treat sarcopenia.

To avoid the variation among individuals, we also performed temporary RNAi knockdown experiments with shRNA and scramble control virus injected to TA muscles at the opposite side of the same mouse (Supplementary Fig. 8a). Similar to the above set of experiment, the expression levels of Fbxo32 and Trim63 were downregulated significantly when *Dkk3* expression was reduced by RNAi (Supplementary Fig. 8b). Consistent with the above results, both the fiber size and muscle functions were improved after Dkk3 RNAi (Supplementary Fig. 8c–g). Together, these results suggest that reduction of Dkk3 level in old muscle can improve muscle functions.

### Muscle atrophy induced by starvation and cachexia is Dkk3 independent

We next investigated whether Dkk3 also functions in other types of muscle atrophy. Starvation-induced muscle atrophy is a widely used atrophy model^7,10,34^. Primary myotubes were serum starved in Hank’s buffered salt solution for 24 h to induce atrophy. The myotubes were significantly thinner after serum starvation (Fig. 5a, b), suggesting the occurrence of atrophy. Consistent with previous reports^7,10,34^, Fbxo32 and Trim63 level increased markedly (Fig. 5c). In sharp contrast to the scenario in aging related muscle atrophy, *Dkk3* expression level remained unchanged after serum starvation (Fig. 5c). We further performed *Dkk3* RNAi in myotubes with starvation-induced atrophy. *Dkk3* expression level was reduced efficiently by the shRNA treatment. In contrast to the observations in aging related muscle atrophy, reduction of *Dkk3* expression level in starved myotubes had no effect on *Fbxo32* and *Trim63* expression levels (Fig. 5d), and failed to rescue the fiber size reduction after starvation (Fig. 5e). These observations suggest that not all types of muscle atrophy are Dkk3 dependent.

**Fig. 5:**
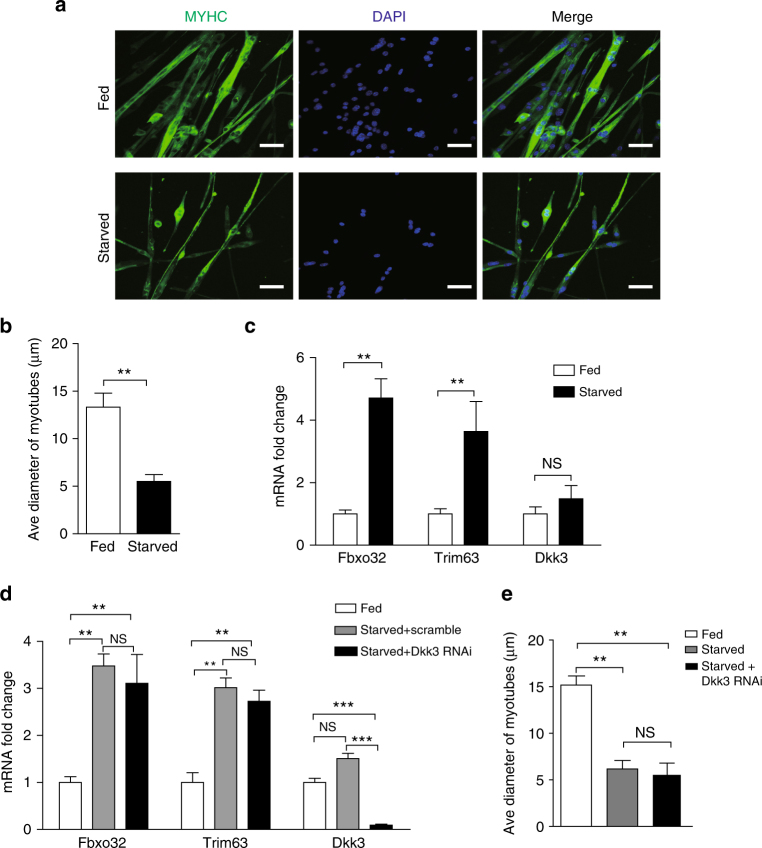
Starvation-induced muscle atrophy did not depend on Dkk3. **a** Representative images of atrophy induced by starvation in myotubes. Green indicated MYHC staining; blue indicated DAPI staining of nuclei; Merge indicated merged images of MYHC and DAPI. Scale bars, 50 μm. **b** Average diameters of myotubes with or without serum starvation. Error bars indicated s.d. and were based on three independent experiments. ** indicated *p* < 0.01. **c** Expression levels of *Fbxo32*, *Trim63*, and *Dkk3* in fed or starved myotubes. Error bars indicated s.d. and were based on three independent experiments. ** indicated *p* < 0.01. NS indicated no significant changes. **d** *Dkk3* RNAi showed no effects on *Fbxo32* and *Trim63* expression level in starved myotubes. Primary myotubes were first serum starved in Hank’s buffer. Adenovirus-encoding shRNA against *Dkk3* or scramble control was next applied to the starved myotubes. Forty-eight hours after virus infection, the myotubes were harvested and subjected for RT-qPCR analysis of the mRNA levels of *Fbxo32, Trim63,*and *Dkk3*. Error bars indicated s.d. and were based on three independent experiments. ** indicated *p* < 0.01. NS indicated no significant changes. **e** Average diameters of myotubes with or without serum starvation, and *Dkk3* RNAi after serum starvation. Error bars indicated by s.d. and were based on three independent experiments. ** indicated *p* < 0.01. NS indicated no significant changes. All *p*-values were based on two-tailed *t*-test

We also examined the expression level of *Dkk3* in cachetic muscle induced by lung cancer^35^. The average weight of gastrocnemius was reduced by about 20%, suggesting the occurrence of cachexia. Though the expression levels of *Fbxo32* and *Trim63* increased significantly, *Dkk3* expression remained unchanged (Supplementary Fig. 9). Together, these results suggest that upregulation of Dkk3 is not a universal feature for all types of muscle atrophy.

### Dkk3 induces recruitment of β-catenin at FoxO3 binding sites on Fbxo32 and Trim63 promoters

To further investigate the mechanism of *Fbxo32* and *Trim63* activation induced by Dkk3, we analyzed the structure of the core promoter of *Fbxo32* and *Trim63*. As reported previously, there were multiple FoxO3 recognition elements (FREs) in the core promoters of both *Fbxo32* and *Trim63*^7,8,12^. Further sequence analysis revealed that several FRE sites were paired with the adjacent Tcf recognition elements (TRE) within the core promoter regions of both genes (Fig. 6a). The promoter structures imply that Tcf transcription factors may work together with FoxO3 to activate transcription of *Fbxo32* and *Trim63*. We therefore performed chromatin immunoprecipitation (ChIP) assays to investigate the promoter occupation of FoxO3, Tcf3, β-catenin (Tcf3 co-activator), and RNA polymerase II (Pol II) in primary myotubes treated with Dkk3. Consistent with the upregulation of *Fbxo32* and *Trim63* expression observed above, Dkk3 treatment led to significant increase of RNA Pol II recruitment on both *Fbxo32* and *Trim63* genes (Fig. 6b), confirming the active transcription of these genes. As reported previously^7,10,12,36^, FoxO3 was detected on both *Fbxo32* and *Trim63* promoters. However, the FoxO3 occupation on *Fbxo32* and *Trim63* promoters showed only marginal increase upon Dkk3 treatment (Fig. 6b). In sharp contrast, markedly higher amount of FoxO3 was recruited to *Fbxo32* and *Trim63* promoters in starvation-induced atrophy (Fig. 6c). Low amount of Tcf3 was also detected on both *Fbxo32* and *MuRF 1* promoters and the amount of this protein bound on both promoters did not change after Dkk3 treatment (Fig. 6b). β-catenin could be barely detected on *Fbxo32* and *Trim63* promoters in normal primary myotubes. Surprisingly, the amount of β-catenin bound on *Fbxo32* and *Trim63* promoters markedly elevated in primary myotubes treated with Dkk3 (Fig. 6b). In sharp contrast, no β-catenin occupation on *Fbxo32* and *Trim63* promoters was detected in starvation-induced muscle atrophy (Supplementary Fig. 10). These results suggest the co-occupation of FoxO3, Tcf3, and β-catenin on *Fbxo32* and *Trim63* promoters in a Dkk3-dependent manner.

**Fig. 6:**
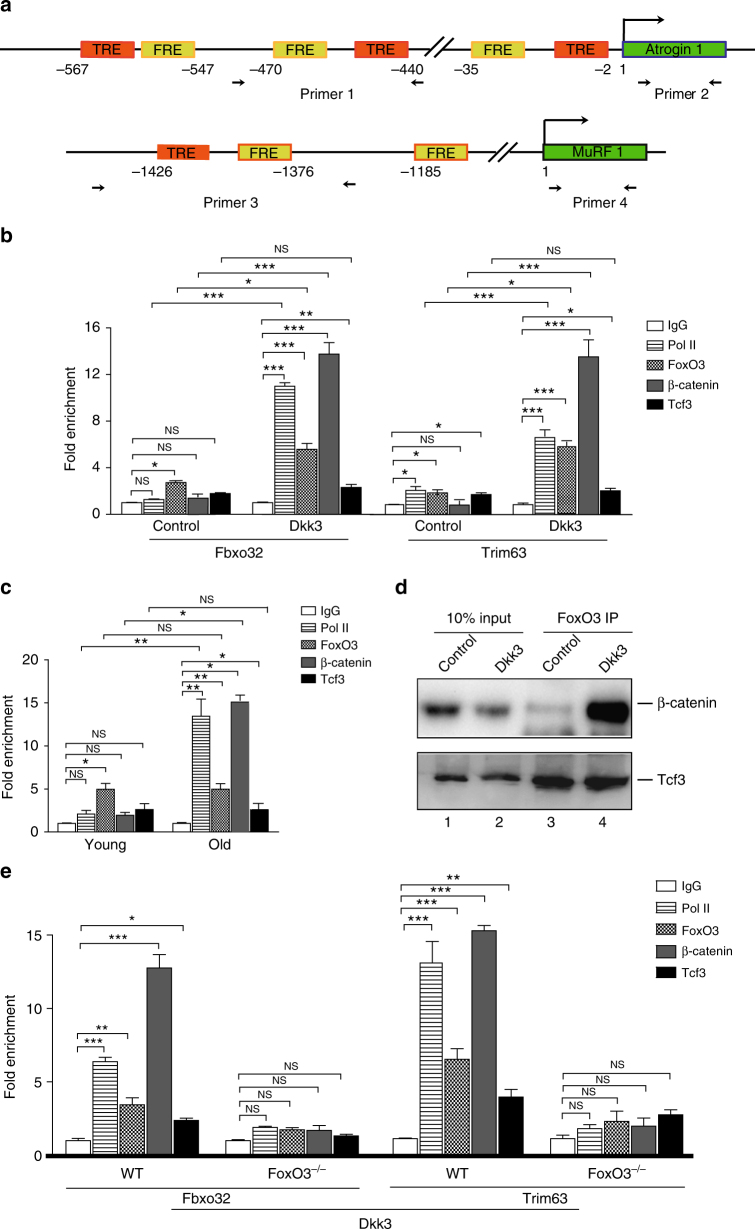
Dkk3-induced FoxO3-dependent recruitment of β-catenin on the core promoters of *Fbxo32* and *Trim63*. **a** Schematic illustration of the core promoter structures of *Fbxo32* and *Trim63*. **b** ChIP analysis of RNA pol II, FoxO3, β-catenin, and Tcf3 on *Fbxo32* and *Trim63* promoters in primary myotubes treated with Dkk3 or control protein. Error bars indicated s.d. and were based on four independent experiments. * indicated *p* < 0.1. ** indicated *p* < 0.01. *** indicated *p* < 0.001. NS indicated no significant changes. **c** ChIP analysis of RNA pol II, FoxO3, β-catenin, and Tcf3 on core promoters of *Fbxo32* and *Trim63* in muscle tissues isolated from young adult (3 months) or aged (20 months) mice. Error bars indicated s.d. and were based on five independent experiments. * indicated *p* < 0.1. ** indicated *p* < 0.01. *** indicated *p* < 0.001. NS indicated no significant changes. **d** Nuclear extracts prepared from myotubes treated with Dkk3 or control protein were subjected to immunoprecipitation with FoxO3 antibody. The immunoprecipitated proteins were subjected to immunoblotting with β-catenin and Tcf3. Lane 1 and 2 were 10% of input nuclear extracts. Lane 3 and 4 represented immunoprecipitation with FoxO3 antibody. **e** ChIP analysis of RNA pol II, FoxO3, β-catenin, and Tcf3 on the core promoters of *Fbxo32* and *Trim63* in *FoxO3* null TA muscles with or without Dkk3 over-expression. Error bars indicated s.d. and were based on five independent experiments. * indicated *p* < 0.1. ** indicated *p* < 0.01. *** indicated *p* < 0.001. NS indicated no significant changes. All *p*-values were based on two-tailed *t*-test

To further confirm the above observations in vivo, ChIP assays were performed in muscle tissues harvested from old (20-months-old) mice showing muscle atrophy. Consistently, significantly higher amount of β-catenin was recruited to *Fbxo32* and *Trim63* promoters in old muscles; while the amount of FoxO3 bound on *Fbxo32* and *Trim63* promoters only increased slightly (Fig. 6c); while fairly low amount of Tcf3 was recruited to the promoters of *Fbxo32* and *Trim63* (Fig. 6c). These results suggest that the recruitment of FoxO3 and β-catenin is the key to activate *Fbxo32* and *Trim63* transcription in sarcopenia. In sharp contrast, β-catenin was not required for *Fbxo32* and *Trim63* transcription activation in starvation-induced muscle atrophy (Supplementary Fig. 10). These results combined suggest that *Fbxo32* and *Trim63* transcription can be activated by distinct combination of activators and co-activators in response to different environmental cues.

It has been reported that FoxO proteins can compete with Tcf proteins to win β-catenin binding under oxidative stress and antagonize Wnt signaling pathway^37–39^. We then set out to examine whether the enhanced recruitment of β-catenin on *Fbxo32* and *Trim63* promoters antagonizes the transcription of canonical Wnt target genes. The mRNA level of the canonical Wnt targets *axin2* and *Ccnd1* remained the same in old muscles (Supplementary Fig. 11a). Consistently, the amount of promoter bound β-catenin on *Axin 2* and *Ccnd1* remained unchanged as well in muscles from young or old mice (Supplementary Fig. 11b). These results indicate that the increased β-catenin binding on the *Fbxo32* and *Trim63* promoters does not antagonize canonical Wnt signaling and there is no apparent competition of β-catenin between the promoters of atrophy-related genes and the canonical Wnt targets, suggesting that Dkk3-induced muscle atrophy is not dependent on canonical Wnt signaling. It is consistent with the previous reports that Dkk3 did not share common receptor with other Dkk family members and was not directly involved in Wnt signaling^23,24,26^. These results also hint an increase of the total amount of nuclei localized β-catenin by Dkk3 treatment. Indeed, the amount of nuclear β-catenin was higher in primary myofibers treated by Dkk3; while the amount of nuclei localized FoxO3 remained constant (Supplementary Fig. 12a, b).

We next investigated whether the Dkk3-induced co-occupation on *Fbxo32* and *Trim63* promoters by FoxO3, Tcf3, and β-catenin is mediated by protein–protein interactions. Nuclear extracts of primary myotubes treated by Dkk3 or control protein were subjected to immunoprecipitation with FoxO3 antibody. Significantly higher amount of β-catenin was detected to interact with FoxO3 after Dkk3 treatment (Fig. 6d). These results suggest that Dkk3 induces more β-catenin to be imported to nuclei to enhance β-catenin–FoxO3 interaction. FoxO3 further recruits β-catenin to *Fbxo32* and *Trim63* promoters through protein–protein interaction to activate *Fbxo32* and *Trim63* transcription in the presence of high dosage of Dkk3.

We then examined whether Dkk3 can affect other signaling pathways through β-catenin. Akt/mTOR and PCP pathways have been suggested to be regulated by non-canonical Wnt signaling in muscle cells^17,18,40^. We therefore examined whether Dkk3 affects Akt/mTOR and PCP signaling. In old muscles, Akt/mTOR was repressed (Supplementary Fig. 13a). When Dkk3 was over-expressed in myotubes either in vitro or in vivo, Akt/mTOR was also repressed, mimicking the phenomenon in old muscles (Supplementary Fig. 13b, c). These results are consistent with previous reports that activation of Akt and mTOR signaling can protect skeletal muscles from atrophy by inhibiting FoxO3^8,15,16,41^. Furthermore, the expression level of Akt was slightly downregulated by Dkk3 treatment. This observation indicates that Dkk3 related signaling may directly alter the expression level of Akt in addition to regulation of its phosphorylation level. RhoA was downregulated by Dkk3 over-expression and, to a less extent, in aged muscles (Supplementary Fig. 13). The Rac1 expression seems to be regulated by more complicated mechanism and cannot be repressed by Dkk3 (Supplementary Fig. 13). Together, these results suggest that Dkk3 can induce the inhibition of Akt/mTOR signaling though the canonical Wnt signaling is not affected.

We next examined whether β-catenin is required for Dkk3-dependent muscle atrophy. We infected myotubes differentiated from primary myoblasts with adenovirus-encoding shRNA against β-catenin and checked myotube diameters and expression levels of *Fbxo32* and *Trim63*. When β-catenin was depleted, Dkk3 was unable to induce the activation of *Fbxo32* and *Trim63* transcription (Supplementary Fig. 14c). Dkk3 was unable to induce muscle atrophy when β-catenin was knocked down (Supplementary Fig. 14a, b), suggesting that β-catenin is required for Dkk3-induced muscle atrophy.

We further investigated whether FoxO3 is essential for *Fbxo32* and *Trim63* transcription activation in Dkk3-induced muscle atrophy. Adenovirus-encoding Dkk3 was injected muscularly to the TA muscle of 3-month-old FoxO3^−^^/−^ mice. Adenovirus-encoding vector was injected to the TA muscle at the opposite side as control. In sharp contrast to Dkk3 over-expression in wild-type young mice (Fig. 3a, b), no fiber size change was observed after Dkk3 over-expression (Supplementary Fig. 12b, c). Furthermore, primary myotubes were isolated from wild-type or FoxO3 null mice and subjected for Dkk3 treatment. In sharp contrast to the observations in wild-type myotubes, Dkk3 lost the ability to induce the recruitment of β-catenin to *Fbxo32* and *Trim63* promoters when FoxO3 was depleted (Fig. 6e), suggesting that FoxO3 is required for the recruitment of β-catenin to the promoters of *Fbxo32* and *Trim63*.

All together, these results suggest that *Fbxo32* and *Trim63* transcription is activated by the combination of FoxO3 and β-catenin in a Dkk3-dependent manner specifically in aging related muscle atrophy.

## Discussion

In summary, we showed that Dkk3 level in circulation could indicate the occurrence of sarcopenia. Knocking down *Dkk3* in sarcopenia muscles could rescue not only the muscle fiber size but also the muscle contraction abilities. These results suggest that Dkk3 is a potential target to diagnose and treat sarcopenia.

The molecular mechanism of sarcopenia has not been fully understood and is under continuous active exploration. The activation of *Fbxo32* and *Trim63* transcription is the common key regulatory step shared by various types of muscle atrophy^4,5,42^. FoxO3 has been shown to be required for the transcription activation of *Fbxo32* and *Trim63*^7,8,12,43^. However, the mechanism of FoxO3-dependent *Fbxo32* and *Trim63* activation remains to be fully understood. Our results suggest that the activation of the *Fbxo32* and *Trim63* transcription can be achieved by different combinations of activators and co-activators in response to distinct atrophy stimuli. Although FoxO3 serves as the common key activator in *Fbxo32* and *Trim63* transcription activation, it takes different paths to accomplish the goal in response to distinct environmental cues. For example, in response to starvation, transcription activation of *Fbxo32* and *Trim63* is achieved by recruiting increasing amount of FoxO3 to the promoters of these genes; while in response to aging, FoxO3 activates *Fbxo32* and *Trim63* transcription by recruiting co-activator β-catenin. Furthermore, the choice of FoxO3-β-catenin combination is dependent on high dosage of Dkk3. Whether FoxO3 can work with other activator partner/co-activator to switch on *Fbxo32* and *Trim63* transcription and what signals FoxO3 to choose different partners to achieve the same goal are interesting questions for further exploration. Answering these questions will not only deepen our understanding on the mechanism of muscle atrophy triggered by different environmental cues, but also shed lights on the more general transcription regulation mechanism governing cell responses to distinct environmental cues.

Previous reports have shown that FoxO3 can compete with Tcf proteins to win β-catenin binding in response to oxidative stress^37–39^. Our findings suggest that FoxO3 and β-catenin can interact in the context of aging related muscle atrophy, but the interaction does not antagonize canonical Wnt signaling pathway. Even though Dkk1 is a well known Wnt signaling antagonist^19,20,31^, the role of Dkk3 in Wnt signaling is still under debate and poorly understood. Unlike other Dkk family members, Dkk3 can bind neither Wnt receptor Lrp6 nor the co-receptor Kremen proteins^23,24,26^. Dkk3 is unable to regulate Wnt signaling pathway under many circumstances^23,24,32,44^. However, it has also been reported to inhibit Wnt signaling in some cell types^45,46^. Our results suggest that Dkk3 has the ability to promote nuclear localization of β-catenin and its interaction to FoxO3, indicating that Dkk3 could regulate Wnt signaling in a FoxO3-dependent aspect. FoxO3 could prevent the nuclear localized β-catenin from being recruited to canonical Wnt target genes. Even though in the context of sarcopenia, FoxO3 only recruits the newly imported β-catenin in nuclei and does not affect β-catenin binding on canonical targets, high dosage of FoxO3 may further compete β-catenin away from canonical Wnt targets and inhibit Wnt signaling. This mechanism suggests that the context-dependent functions of Dkk3 in Wnt signaling regulation may be determined by FoxO3.

In the context of sarcopenia, Dkk3 treatment does not affect canonical Wnt signaling. In sharp contrast, Akt/mTOR and PCP signaling, which have been suggested to be regulated by non-canonical Wnt signaling in muscle cells^17,18,40^, were inhibited. These results are consistent with previous reports that activation of Akt signaling pathway by non-canonical Wnt leads to muscle hypertrophy. Together, these results reveal the critical role of non-canoical Wnt in muscle mass maintenance. Recent reports have suggested that non-canonical Wnt signaling is also an important regulator for muscle regeneration^47–49^. It will be interesting to explore the role of Dkk3 in muscle regeneration.

Dkk3 has also been reported to inhibit TGFβ signaling in both *Xenopus* and several mammalian cell types such as prostate epithelial cells, cervical cancers, and cartilage cells^50,51^. β-catenin has been implicated to be involved in Dkk3 mediated TGFβ repression^52^. How β-catenin bridges Dkk3-induced inhibition of non-canonical Wnt and TGFβ signaling is an interesting question for further exploration.

Elevated Dkk3 level has been indicated in many diseases. For example, Dkk3 was secreted in the urine of mice in stress induced tubular atrophy and fibrosis in chronic kidney diseases. Reducing Dkk3 protein level by mutation or antibody blockage can alleviate renal fibrosis and improve kidney functions^53^. Muscle is another type of tissue where high dosage of Dkk3 leads to degeneration of the functions. The identification of Dkk3 as the key regulator in aging related muscle atrophy has important therapeutic implications. Dkk3 could serve as a diagnosis marker and therapeutic target for sarcopenia.

## Methods

### Human samples

Muscle biopsies from 20 young adults (<35 years) and 20 geriatric (>70 years) humans were obtained from vastus lateralis under local anesthesia. Fat, nerve, and other non-muscle tissues were trimmed off. Circulating blood samples were taken from 20 young adults (<35 years) and 20 geriatric (>70 years) humans. All subjects and samples were collected according to protocols approved by the institutional review board and ethics committee of Daping Hospital, Third Military Medical University and the methods were carried out in accordance with the approved guidelines. Informed consent was obtained from all subjects. This project received Ethics Approval from the Medical Ethics Committee of Daping Hospital, Third Militry medical University.

### Statistics

We used the following formula described previously^54^ to determine the human sample size:

1 $$n = 1 + 2C\left( {\frac{s}{d}} \right)^2,$$

*n* indicated sample number; *s* indicated s.d.; *d* indicated difference between the two groups being compared. *C* was a constant. With a power of 90% and significance level of 95%, *C* = 10.51. We set to be able to detect all differences ≥60% of the s.d., therefore *s*/*d* = 0.6, *n* = 8.56. We determined to take the sample size of 10 for each group based on the above calculation.

All *p-*values were calculated based on two-tailed *t*-test.

### mRNA-seq and analysis

TA muscle was isolated from C57BL/6 young mice (3 months) or old mice (20 months). RNA was extracted by TRIZOL (Sigma) and processed for mRNA-seq by TruSeq Stranded mRNA sample prep kit (Illumina) according to the manufacturer’s instructions. The sequencing data were collected by HiSeq 3000 (Illumina). After obtaining the raw RNA-seq reads, we first trimmed the sequencing adaptors as well as low quality base pairs, then removed the PCR duplicated reads using in-house programs. The preprocessed reads were then aligned to the mouse reference genome (NCBI 37/UCSC mm10) using Tophat2 (version 2.0.10) guided by the RefSeq genes and allowing a maximum of two mismatches. Transcriptome profiling was thereafter performed using Cufflinks (version 2.1.1) against RefSeq genes for each sample. Differentially expressed genes were detected using Cuffdiff (version 2.1.1) against RefSeq genes.

Gene ontology (GO) Biological Process (BP) together with KEGG pathway databases were used for identification of functional enrichment among gene groups.

### Gene expression analysis

Total RNA was isolated using RNeasy kits (Qiagen). Overall, 1 μg of total RNA from each sample was reverse transcribed to cDNA using MuLV transcriptase (NEB) and oligo dT primer according to the manufacturer’s instruction. Briefly, RNA was first denatured at 85 °C for 3 min. MuLV reverse transcriptase was then added and incubated at 42 °C for 1 h. Quantitative PCR (qPCR) reactions were performed in triplicates using SYBR Green PCR master mix (DBI) in BioRad thermocycler system (BioRad) and analyzed by iQ5 optical system software (BioRad). The primers for RT-qPCR are listed below:

Mouse *Dkk3*-F: 5′-TGAGGCAGTGGCTACACAAG-3′,

Mouse *Dkk3*-R: 5′-GCTGGTATGGGGTTGAGAGA-3′,

Mouse *Fbxo32*-F:5′-AGAGAGGCAGATTCGCAAGCGT-3′,

Mouse *Fbxo32*-R: 5′-TGCAAAGCTGCAGGGTGACCC-3′,

Mouse *GAPDH*-F: 5′-ACCCAGAAGACTGTGGATGG-3′,

Mouse *GAPDH*-R: 5′-ACACATTGGGGGTAGGAACA-3′,

Human *DKK3*-F: 5′-TTCATCCAGCAGTGTTGCTC-3′,

Human *DKK3*-R: 5′-GGTGTGGGGTAGTGGAGAGA-3′,

Human *FBXO32*-F: 5′-GGCTGCTGTGGAAGAAACTC-3′,

Human *FBXO32*-R: 5′-TGTGACAGTGTTTGCAGAGC-3′,

Mouse *Trim63*-F: 5′-ACCTGCTGGTGGAAAACATC-3′,

Mouse *Trim63*-R: 5′-CTTCGTGTTCCTTGCACATC-3′,

Human TRIM63-F: 5′-GACATTGGCAATGACGCTCA-3′

Human TRIM63-R: 5′-TCACATCTAAATGATCTTCTTAA-3′

Human *GAPDH*-F: 5′-GAGTCAACGGATTTGGTCGT-3′

Human *GAPDH*-R: 5′-TTGATTTTGGAGGGATCTCG-3′

### Primary myofiber isolation and culture

The protocol to isolate primary myofibers was kindly provided by Dr. Rudnicki (University of Ottawa) and as described previously^49,55^. Briefly, EDL muscles were isolated form tendon to tendon. The isolated EDL was digested in DMEM medium (Invitrogen) contain 0.2% collagenase D (Roche) for 90 min and myofibers were disassociated. The digested muscle tissues were triturate three times with a wide bore 5 ml pipet. Let the tube sit at room temperature for 5 min to allow fibers to settle at the bottom of the tube. Use 10 ml or 5 ml pipet to remove the supernatant. Wash the triturated fibers with pre-warmed DMEM medium twice. Pick out single fibers with wide bore yellow tips and transfer to tubes containing Trizol lysis buffer. About 200 myofibers were collected for each RT-qPCR. The isolated young myofibers were cultured under the condition described previously^56,57^. Briefly, myofibers were cultured in DMEM medium containing 20% FBS (HyClone), 1% chicken embryo extracts (Accurate Chemicals) in dishes coated with serum.

### Cell culture and differentiation

Primary myoblasts were isolated as previously described^58^. The primary myoblasts were cultured in collagen-coated dishes in F10 basal medium (Invitrogen) containing 10% FBS and 2.5 ng/ml FGF (Invitrogen). The cells were then differentiated in differentiation medium (DMEM medium (invitrogen) containing 2% horse serum (HyClone)) for 2 days. C2C12 cells (ATCC) were cultured in DMEM medium (Invitrogen) containing 10% FBS (HyClone), and differentiated in DMEM medium (Invitrogen) containing 2% horse serum (HyClone) for 3 days. The differentiated myotubes were further isolated by pre-attaching to plates for three times. Horse serum was removed from the differentiation medium when serum starvation was performed.

### Animals

C57BL/6 mice (Charles River) >20 months were utilized as the aged mouse model. C57BL/6 mice (Charles River) 3 months were utilized as the young mouse model. Sex of the mice was randomly selected. Animal care and use were in accordance with the guidelines of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. Permission to perform animal experiments was granted by the animal ethical committee of Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. Mice within each sample group were selected randomly. In each group, five independent mice were used, and data from all animal samples were collected and subjected for statistic analysis.

The lung cancer cachexia model was obtained from Dr. Hongbin Ji in Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. The generation of the lung cancer model has been described previously^35,59^. Briefly, lung tumor was induced in 8 weeks old KrasG12D Trp53lox/lox mice by nasal inhalation of adenovirus carrying Cre (5 × 106 p.f.u.). The tumor was given 8 weeks to progress. Compared to the control mice without tumor, the body weight of mice carrying lung cancer decreased 8.9%. Gastrocnemius muscles were harvested for immunoblotting assays.

### Muscle virus injection

Adenovirus-encoding *Dkk3* or *GFP* was injected into the TA muscles of 3-month-old C57BL/6 (Jackson Laboratory) mice. 50 µl of adenovirus-encoding Dkk3 (1.3 × 107 unit/µl) or GFP (1.3 × 107 unit/µl) was injected into TA muscle once a day for 7 continuous days. TA muscles were harvested 14 days after the last injection. Overall, 50 µl of adenovirus-encoding shRNA against Dkk3 (1.3 × 10^7^ unit/µl) or scramble RNA (1.3 × 10^7^ unit/µl) was injected into TA muscles of 20-month-old C57BL/6 mice once a day for 7 continuous days. TA muscles were harvested 14 days after the last injection. For each type of virus, 5 mice were injected.

### In vivo muscle force analysis

In vivo TA muscle force analysis was performed with 1300 A 3-in-1 whole animal system (Aurora Scientific) as previously described^60–62^. Mice were anesthetized by 3-bromo-2-fluoro-phenyl methanol (31.2 g/kg body weight) injection and kept warm by heat lamp. The hind limb was shaved and immobilized by fixing the leg in a frame without disturbing the blood flow. Tie around the patella ligament of the distal TA muscle using a bread silk suture. Make an incision to expose the sciatic nerve and tie another knot around the proximal end of the sciatic nerve. Attach the distal TA tendon suture loop to the lever arm hook of the instrument and measure the contractile force. During the process, TA muscle was constantly superfused with pre-warmed 37 °C Ringer’s buffer (118 mM NaCl, 4.75 mM KCl, 1.18 mM KH_2_PO_4_, 1.18 mM MgSO_4_, 2.5 mM CaCl_2_, 25 mM NaHCO_3_, and 11 mM glucose). The results were analyzed by DMA software (Aurora scientific). For each treatment, five independent experiments were performed. The identity of each mouse was blinded to the personal who operated the measurement.

### Immunohistological and immunofluorescent staining

For immunohistological staining, muscle sections were fixed by 3% H_2_O_2_, and blocked for 20 min at room temperature by goat serum (HyClone). Anti-Fbxo32 (ECM Bioscience, 1:500) antibody was used as primary antibody. Secondary antibodies (Jackson Laboratory) were diluted 1:2000 in blocking buffer and incubated for 1 h at room temperature. Mixture of substrate A (Dako) and B (Dako) were diluted in blocking buffer and incubated for 30 min at room temperature, and developed by DAB+ Chromogen (Dako). Images were acquired by confocal microscopy (Leica). For immunofluorescent staining, cells or sections were fixed with 4% parafamaldehyde and permeabilized with cold methanol, anti-MYH3 (Developmental Studies Hybridoma Bank, clone F1.652, 1:1000), anti-MYHC (Merk Millipore, clone 05-716, 1:1000) and anti-lammnin (Abcam, clone B00648, 1:1000) antibodies were used as primary antibody, respectively. The cells and sections were next stained with Alexa 488-, 561- or 647-labeled anti-mouse or -rabbit antibodies (Invitrogen). All images were acquired by confocal microscopy (Leica).

### Antibodies

Immunoblotting (Supplementary Fig. 15), immunohistological and immunofluorescent stainings for muscle sections and myotubes were performed with the following antibodies: Fbxo32 (ECM Bioscience, AP2041), MYHC (Upstate, 05-715), Laminin (Abcam, ab11575). Immunoprecipitation and immunoblotting assays were performed with the following antibodies: β-catenin (Cell Signaling, 9562 s), Tcf3 (Abcam, ab11176), TBP (Abcam, ab818), RNA Polymerase II (Novous, Nb100-1806), GAPDH (Protein Tech, 60004), Dkk3 (R&D system, AF948).

### ChIP assays

ChIP assays were performed as previously described^63^. Briefly, cells were fixed with 1% formaldehyde for 10 min at room temperature. Nuclei were isolated and chromatins were extracted from the nuclei. The chromatins were then sheared to 200–500 bp by sonication (Qsonica). Antibodies against FoxO3, β-catenin (Cell Signaling), Tcf3 (Abcam), and RNA Polymerase II (Novus) were applied. The DNA immunoprecipitated by the antibodies were detected byr qPCR. The primers used are listed below:

*Fbxo32* for Pol II-F: 5′-ATCCCATACAGAACCCAGGA-3′

*Fbxo32* for Pol II-R: 5′-GAAAGGCAAACAGCCAAGTC-3′

*Fbxo32* for FRE-F, 5′-CGGCCAAAGAACAAGGACTA-3′

*Fbxo32* for FRE-R: 5′-GGTCAGGACCACTCTCTGG-3′

*Trim63 for Pol II-F: 5*′*-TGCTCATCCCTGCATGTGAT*-*3′*

*Trim63 for Pol II-R: 5*′-*GGCCTCAGACCAAGACAGAAGT-3′*

*Trim63 for FoxO-F: 5*′-*TATCTGGCTCTCCCCTGAAC-3′* (adopted from)^11^

*Trim63 for FoxO-R: 5*′*-CCTCAAAGATTTGGCCCTCT-3′* (adopted from)

*Axin2*-F, 5′-CCCGGGTTCTTTCTCCAGTA-3′

*Axin2*-R, 5′-CCCAGGGCAAAGTAATCCAA-3′

*Ccnd1*-F, 5′-GGTAACTGGCACACACAACC-3′

*Ccnd1*-R, 5′-GGACTGTCAATCACCGCATC-3′

### Myofiber diameter and cross section area measurement

Myofiber diameter was measured by Adobe Acrobat 9 pro software (Adobe). Three independent visual fields in each sample were chosen randomly. Three-hundred fibers from each visual field were measured for each treatment. The myofiber cross section area was measured by Image J software (NIH). Three independent visual fields in each sample were chosen randomly. Three-hundred myofibers from each visual field were measured for analysis. The identity of the samples was blinded to the personnel who performed the measurement.

### Statistical analysis

Two-tails student’s test was performed for pairwise comparison among groups. Statistical significance was set at *p* < 0.05.

### Data availability

The complete mRNA-seq data were uploaded to the GEO (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo) database with the accession number GSE78147.

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

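mRNA-seq of TA muscle was analysed in 4 samples, 2 from mice aged 20 months (Old 1 and Old 2) and 2 from mice aged 3 months (Young 1 and Young 2). The age and number of each sample were taken from the sample labels and checked against the methods of the paper. The authors trimmed adapters and low-quality bases, removed PCR duplicates with their own programs, aligned the reads to the mouse genome (mm10) with TopHat2 guided by RefSeq genes, and deposited FPKM values per locus from Cufflinks run on each sample. The authors called differentially expressed genes with Cuffdiff, which works on aligned reads and was not repeated here.
The FPKM values were read for each locus, and 1 incomplete line at the end of each sample's values was left out. Values ended within chromosome 7 or at the start of chromosome 8 with chromosomes in text order, and loci without a value in all 4 samples (542) were left out of the tests. Of the 20605 loci kept, loci with the same symbol were summed to 20340 gene labels. The depth of each sample is unknown, because FPKM values hold no counts and the lowest values did not fall on steps of whole reads. A count test was therefore not run, and no confidence interval from counts is given. Values of 0 were kept as listed.
log2(FPKM + 1) was compared between ages with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided, Benjamini-Hochberg adjustment, adjusted p under 0.05) over genes with at least 1 FPKM in at least 2 samples. Gene lists written by hand were compared by their median log2 fold change with 10000 random lists of the same size matched in 20 bins of mean expression, and a list was taken as past the threshold when its median lay among the highest or lowest 2.5% of the random lists. List members were matched by current and older symbols, and a list with a value for fewer than 80% of its members was treated as void. Enrichment used a one-sided Fisher's exact test over the tested genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.
The genes named in the text are those the paper names for muscle, and the 5 rising and 5 falling genes with the largest log2 fold change among those past the threshold with both old samples on the same side of both young samples. Single members are named of gene lists with at most 6 genes. This rule, the lists, the main settings and most alternatives were set before the data were examined.
The fits were tested on simulated data made from the real genes' values, with 200 genes changed by a log2 of 2 and noise with an SD of 0.2 on the log2 scale. With samples of equal scale, limma recovered 100% of the 196 changed genes that passed the filter, with 4 false calls. With a factor of log2 1 between the samples of one age, it recovered 0 of 197 changed genes. Median scaling and the crossed pairs as a block each recovered 197 of 197, with 4 and 8 false calls. The simulated factor was the same for all genes, so recovery with a factor that varies with expression was not tested.
The alternatives set before the data were examined were a pseudocount of 0.1, other filters on low values, median scaling, quantile normalization, keeping the highest locus per symbol, the replicate number as a block, limma without the trend, a fold threshold, leaving out each sample in turn, camera from limma, and groups of the paper's size. Added after seeing the values were the crossed pairs (Old 1 with Young 2, Old 2 with Young 1), leaving out genes at 0, this filter together with median scaling, and random lists also matched on transcript length or GC content. The count of every listed locus as detected was also added then. Genes without a value, among them Dkk4, Ctnnb1, Ccnd1, Rhoa and the genes of the X and Y chromosomes, were not analysed here, so the sex of the mice was not checked.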

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

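The test on fast-fiber genes and the comparison on scaling were chosen only after the result was seen.
The slow-fiber genes, which the paper does not discuss, were far higher in old muscles. Of 6 genes on the list, 5 had a value, and all 5 were higher in both old samples than in both young samples. Their median log2 fold change was 3.67, at percentile 100 among 10000 matched random lists. The log2 fold changes were 4.22 for Myh7, 4.39 for Tnnt1, 3.67 for Myl2, 3.65 for Tnnc1 and 3.59 for Tnni1. Tnnt1, with the largest change, had 204 FPKM in Old 1 and 74.4 FPKM in Old 2, against 3.56 FPKM in Young 1 and 6.67 FPKM in Young 2. In the crossed pairs the median of the list was 3.75 and 3.68. All 5 genes were past the limma threshold with the values as deposited (adjusted p from 0.00148 to 0.0479) and with the crossed pairs as a block, and none was with the replicate number as a block (adjusted p = 1.00 from limma). With at least 1 FPKM in all 4 samples, the adjusted p from limma was 0.0699 for Myl2, 0.0669 for Tnnc1 and 0.0699 for Tnni1, short of the threshold.
Scaling between the ages was dropped as an explanation, since the median log2 fold change was -0.01 over all tested genes and -0.03 for the matched random lists. With quantile normalization the median of the list was 3.70. Another explanation is that a different muscle, or another part of the muscle, was dissected at the 2 ages. Slow-fiber genes shifted by 3.67, while the fast-fiber genes had a median log2 fold change of 0.0344 over 5 tested genes. Of the fast-fiber genes, Tnnt3 was listed at 0 in both old samples, Myh1 in both young samples and Myh4 in all 4. A small share of slow muscle would also hardly lower genes that most fibers express. The fast-fiber list therefore cannot decide the question, and a difference in age cannot be told apart from a difference in dissection. A larger share of slow fibers in the old TA samples may be either, as a hypothesis.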

How the results depend on the processing

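Most settings were chosen before the data were examined. Those with crossed pairs and those that leave out genes at 0 were added after seeing the values. So were the lists matched on transcript length or GC content and the count of every locus listed as detected.
The numbers of genes past the threshold (18 higher and 13 lower in old muscles) stayed within 1.5 times under a pseudocount of 0.1, no filter, the highest locus per symbol, no trend and an added 2-fold minimum, which gave 15 to 20 higher and 11 to 14 lower. They moved to 4 and 2 with at least 1 FPKM in all 4 samples, to 901 and 1128 with median scaling, to 119 and 188 with quantile normalization, and to 96 and 155 with a fold of at least 2 and no test. With the replicate block (same-numbered samples paired) they were 2 and 3. Among the settings added later they were 2812 and 3374 with the crossed pairs as a block, 4 and 2 without genes at 0, 1636 and 1799 with median scaling and without genes at 0, and 88 and 162 for a fold of at least 2 in both crossed pairs. The simulated factor of log2 1 between samples of one age took the recovery of changed genes from 100% to 0 of 197 with the values as deposited, and median scaling brought it back to 197 of 197. Median scaling removes a factor that is the same for all genes by design. The factor in the real samples varied with expression, so the simulation does not show how well median scaling works on them. Leaving out a sample leaves 1 in an age, so no number of genes was computed.
The log2 fold change of Fbxo32 kept its direction under all alternatives run. It passed the threshold with median scaling (2.25), quantile normalization (2.24) and the crossed pairs as a block (2.23), and ranged from 1.69 to 2.77 with 1 sample left out. With the replicate block the value was 2.23 and stayed short of the threshold. For Trim63 the same settings passed it (1.03, 1.05 and 1.01), the replicate block (1.01) did not, and the range with 1 sample left out was 0.51 to 1.52. The Dkk3 difference of 0.83, from 1 sample per age, moved to 1.02 with a pseudocount of 0.1, 0.85 with median scaling, 0.85 with quantile normalization and 1.05 without a pseudocount. No fit with a block, no sample left out and no filter over all 4 samples was possible for Dkk3.
The median of the spliceosome list (0.09) stayed past the upper percentile threshold in every setting that gave a percentile, and missed the threshold with camera from limma (0.0911, adjusted p of 0.0547). The median of the Parkinson's disease list (-0.36) stayed at percentile 0, the lowest possible, in every such setting and passed with camera. The median itself was smallest with quantile normalization, at -0.23, and that of the respiratory chain part went from -0.38 to -0.27 there. Median scaling and the replicate block cannot move a percentile, since they shift all genes alike or leave the differences unchanged. With 1 sample left out, the first median ranged from -0.45 to 0.58 and the second from -0.88 to 0.16. These ranges carry no information on the lists, because leaving out a sample unbalances the factor between samples of one age and moves most genes together. The odds ratio of spliceosome genes in the higher group went from 0 to 1.07 with median scaling, 2.02 with the crossed pairs as a block and 2.99 with groups of the paper's size, and stayed at 0 with quantile normalization, where the higher group held 119 genes. That of Parkinson's disease genes in the lower group went from 0 to 10.6 with median scaling, 1.91 with quantile normalization, 6.23 with the crossed pairs and 2.39 with groups of the paper's size. With the values as deposited the groups held 18 and 13 genes, and 35 and 42 at an unadjusted p under 0.05, and groups this small give an enrichment test little to work with. The causes of these changes were not tested, apart from the simulated factor.
Among single genes, leaving out a sample changed the sign of several, among them Trim23 and Foxo3, because it moves most genes together. Apart from those fits, 3 genes changed sign: Tcf7l1 (0.01 to -0.00132 with a pseudocount of 0.1), Rac1 (-0.02 to 0.000829 with median scaling) and Gapdh (-0.48 to 0.0846 with quantile normalization). Of the remaining values, 18 moved by exactly the spread of the samples when a sample was left out, which is fixed in advance for genes listed at 0 in the other age, 15 fell short of the threshold, and 6 passed it, each with the crossed pairs as a block. The number of genes detected stayed within 1.5 times, from 10639 to 20340. The tests for count tables were not run, because the values are FPKM.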

Differences from the paper's values

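The paper reports 24799 genes detected, against 15823 with an FPKM above 0 in at least 1 sample here. None of the alternatives set before the data were examined closed the gap, with 14431, 11115 and 10639 genes, and the values used here end at chromosome 7 or 8.
For genes higher in old muscles, the paper reports 501 and the number here was 18. The paper's number of genes lower in old muscles is 584, and the number here was 13. The paper's calls come from Cuffdiff on aligned reads, and those here from limma on FPKM over 10266 tested genes. Both the test and the genes therefore differ. With a simulated factor of log2 1 between samples of one age, limma on unscaled values recovered 0 of 197 changed genes. The low numbers here therefore do not speak against the paper's. None of the alternatives set before the data were examined closed either gap; the nearest were 901 and 1128 with median scaling, and 119 and 188 with quantile normalization. As a share, the paper reports 2% higher and 2.3% lower, against 0.175% and 0.127% of the tested genes here. The paper's shares are of all genes detected, so the bases differ. For the share of lower genes, quantile normalization gave 1.83% and closed the gap on the base of tested genes, while the number (188 against 584) stayed apart. The other alternatives set before the data were examined did not close it. For the share of higher genes none did, and quantile normalization gave 1.16%.
The paper's fold for Dkk3 is about 4, against 1.78 on the log2(FPKM + 1) scale here and 2.07 without a pseudocount, each from 1 sample per age. None of the alternatives set before the data were examined that could be run closed this gap. For Fbxo32 the upper end of the paper's range is 3-fold, against 4.70-fold here. Leaving out Old 1 gave 3.27-fold and leaving out Young 1 gave 3.23-fold, which closed the gap. Leaving out a sample moves most genes together, since it unbalances the factor between samples of one age, and the crossed pairs, chosen after seeing the values, gave 4.84-fold and 5.16-fold. The other alternatives set before the data were examined, among them leaving out Old 2 (6.75-fold) and Young 2 (6.82-fold), did not close the gap.
In Fig. 1b the axes are labelled as log2 of FPKM and the highest point lies at about 4, read by eye, whereas the highest mean FPKM of old muscles here, 19471 for Tnnc2, has a log2 of 14.25. Its log10 is 4.29. No alternative was set for this value.
The paper states that the increases of Fbxo32, Trim63 and Dkk3 in old muscles were found in these data, Dkk3 with significance. Here Fbxo32 and Trim63 were higher in both old samples with an adjusted p of 1.00 from limma with the values as deposited, and of 0.00775 and 0.00846 with median scaling, 0.0034 and 0.025 with quantile normalization, and 0.00565 for both with the crossed pairs as a block, chosen after seeing the values. Dkk3 was higher in Old 2 than in Young 1 without a test. The paper also states that spliceosome genes were enriched among the higher genes and Parkinson's disease genes among the lower ones, and the odds ratios here were 0 and 0 in groups of 18 and 13 genes (35 and 42 at an unadjusted p under 0.05), which leave the test little to work with. In groups of the paper's size they were 2.99 (p = 6.7e-04) and 2.39 (p = 0.0109, both one-sided Fisher's exact test), and with median scaling 1.07 (p = 0.466) and 10.6 (p = 8.3e-25, one-sided Fisher's exact test). With quantile normalization they were 0 (p = 1) and 1.91 (p = 0.218, one-sided Fisher's exact test). The crossed pairs as a block, chosen after seeing the values, gave 2.02 and 6.23. The direction of both lists here was the one the paper states.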

Other observations

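Tests of the factor between samples, of genes listed at 0 and of transcript length and GC content were chosen only after the result was seen. So was the test of the number of loci. The tests of differences between old and young muscles were chosen before, apart from the fast-fiber and scaling comparisons made for the slow-fiber genes.
Samples of one age differed by a factor, with a median log2 ratio of 0.94 for Old 1 to Old 2 and 0.93 for Young 2 to Young 1. The factor was nearly the same for genes between 10 and 100 FPKM (medians of 0.97 and 0.98 for the old pair) and larger for lower genes (1.65 at 0.3 to 1 FPKM). Gapdh, a high gene, had 8239 FPKM in Old 1 and 2065 FPKM in Old 2. One hypothesis is that the 2 samples of an age may be 1 library processed in 2 ways. The robust SD of the log2 ratio of the old samples was 0.0412 at 10 to 30 FPKM, below the sampling noise of 0.06 for an assumed 10000000 fragments. It was above the noise of 0.03 and 0.02 for an assumed 50000000 and 100000000 fragments. With 10000000 fragments it was above the noise at 1 to 3 FPKM (0.22 against 0.15) and at 30 to 100 FPKM (0.05 against 0.04). The noise values take the FPKM of Old 1 for both samples. They are too low if genes in Old 2 held fewer fragments, so a spread just above them decides little. Of 7103 genes, 9 lay below a log2 ratio of 0.9 in the old pair, and sampling noise added at 10000000 and 100000000 fragments would put 754 and 50 there. In the young pair 591 of 7217 genes lay below it, and the same added noise would put 1247 and 676 there. Noise added to the observed ratios raises these counts whether or not the samples are 1 library, so the counts cannot decide. The depth is also unknown, so the counts and noise values can neither keep nor drop the explanation of 1 library per age. At 10 to 30 FPKM the robust SD was 0.04 between the old and 0.05 between the young samples, against 0.40 and 0.39 in the crossed pairs. Such a small spread within an age leaves little room for differences between mice at that level. If the 2 samples of an age are 1 library, each age has n = 1 and none of the differences has a replicate check. A second hypothesis is that the replicate numbers are crossed between the ages. The correlation of the deviations of same-numbered samples, across genes, was -0.885. This value restates the factor that prompted the hypothesis, so it cannot test whether the numbers are crossed. The Spearman correlation across genes was 0.95 for Old 1 with Young 2 and 0.96 for Old 2 with Young 1, above that of samples of one age (0.90 and 0.89). A factor that is the same for all genes cannot change a rank correlation. The robust SDs given above for 10 to 30 FPKM order the pairs the other way, with samples of one age closest. Which pairs lie closest therefore depends on the genes and on the measure. No biological explanation of the factor was tested.
Some genes were listed at 0 in samples beside high values in others. At 739 loci Old 2 and Young 1 were at 0 while Old 1 and Young 2 were above 1 FPKM, and 0 loci showed the reverse. These loci formed 161 neighbouring pairs along the chromosomes, against a median of 53 and a highest value of 81 under random placement, and in the densest bin, at 79 Mb of chromosome 10, 43 of 48 loci were among them. This is consistent with estimates that failed over stretches of the genome. Of the genes past the limma threshold, 67.7% were listed at 0 in at least 1 sample, against 9.48% of the tested genes (most often in both samples of one age, a pattern whose placement along the chromosomes was not tested). Myh4, which encodes a fast myosin heavy chain, was listed at 0 in all 4 samples. Cfd, a fat gene, had 119 FPKM in Old 1 and 147 FPKM in Young 2 and was listed at 0 in the other two.
Several technical explanations of the differences between old and young muscles were tested. Slow-fiber genes shifted by 3.67. The fast-fiber list had a median of 0.0344, but 2 of its 5 tested genes were listed at 0 in both samples of one age, so it cannot decide whether the dissection differed. Of the lists for blood, fat, nerve sheath and tendon, the largest shift was 2.77, from the 1 locus that holds Hba-a1 and Hba-a2 (607 and 277 FPKM in old, 39.5 and 88.6 FPKM in young muscles). Samples of one age differ by 0.94, but only 40% of the blood list had a value, so the list check is void. More blood in the old samples may be a cause that remains open, apart from the lists named below. The shifts were 0.24 for fat and -0.11 for nerve sheath, and the tendon list (60% with a value) is void. The 2 lists of clock genes shifted by 0.29 (3 tested genes, percentile 90.7, short of the threshold) and by -0.45 (8 tested genes, percentile 0.45). In the first list, Arntl shifted by 1.36, Clock by 0.29 and Cry1 by -0.05. A different time of day of harvest could give opposite directions, but which time was not worked out. The sex of the mice was not checked, since the marker genes were not analysed here.
Scaling was tested through the median log2 fold change, which was -0.01 over the tested genes, and through the number of genes past the threshold, which was 2029 with median scaling against 31 with the values as deposited. A scaling difference between the ages is not seen in the median, and the number depends on the factor within an age. The share of FPKM held by the 10 highest loci differed by 1.29 percentage points between the ages, less than between the samples of either age. That share therefore does not separate the ages. Single high loci did differ: the locus with the highest mean in young muscles (14770.5 FPKM) was listed at 0 in both old samples. Of the 3 splits of the 4 samples into pairs, 2 gave as many genes past the threshold as the real one, which is included. The other split that parts both same-numbered pairs, Old 1 and Young 2 against Old 2 and Young 1, gave 8736 genes, and the split by replicate number gave 3. After median scaling the 3 splits gave 2029, 461 and 0 genes, in the order real, crossed and by number. With 3 splits no share under 0.05 is possible. An age effect cannot be told apart from dissection or time of day in these samples, nor from blood for genes outside the lists named next. The locus of Hba-a1 and Hba-a2 held 607 of a summed 698130 FPKM in Old 1. The immune list was lower in old muscles (-0.45, with 1 gene higher). All 5 slow-fiber genes were higher, while 8 of 8 collagen and matrix genes and 62 of 66 respiratory chain genes were lower. These values argue against more blood as the cause of the slow-fiber, collagen and respiratory chain shifts.
Higher spliceosome genes and lower respiratory chain genes were tested against transcript length and GC content. Among random lists also matched on transcript length, the respiratory chain list lay at percentile 0 and the spliceosome list at 99.8. When GC content was matched, they lay at percentile 0 and 98.3. Neither property accounts for the shifts. A lower expression of respiratory chain genes in old muscles remains a hypothesis, since dissection and time of day cannot be excluded; the median of the 66 tested genes was -0.38, and that of the whole Parkinson's disease list was -0.37 in Old 1 against Young 2 and -0.35 in Old 2 against Young 1.
The paper's number of detected genes was set against the loci listed here. On the 16 chromosomes covered in all 4 samples lie 76.2% of RefSeq genes with a curated transcript, and 18851 listed loci, of which 14803 were above 0 in at least 1 sample. Scaled up by that share, 24745 loci would be listed and 19431 would be above 0 over the whole genome. The paper's number is 24799. One hypothesis is therefore that loci at 0 may have been counted as detected; the scaling assumes that listed loci are spread over chromosomes as RefSeq genes are.
Collagen and matrix genes were lower in old muscles, 8 of 8 in both crossed pairs, with a median log2 fold change of -0.81 at percentile 0 among matched random lists, and this direction held with median scaling (-0.79) and quantile normalization (-0.79). The immune gene list had a median of -0.45 (percentile 0.46, 5 of 6 genes lower). No explanation was tested for either list.
Values for other genes the paper names in muscle are as follows. Trim23, which the paper lists with Fbxo32 and Dkk3 in RT-qPCR of old muscles, had 17.0 and 8.78 FPKM in old and 9.50 and 18.4 FPKM in young samples, a log2 fold change of -0.10 (standard error 0.94, adjusted p = 1.00 from limma). The legend of Fig. 1c names Trim63 in that place, and the RT-qPCR primers include Trim63 but not Trim23. The value of Trim23 is therefore not set against the paper's RT-qPCR. Among Dickkopf genes, Dkk2 had 2.07 and 0.677 FPKM in old and 0.209 and 0.354 FPKM in young samples, and Dkk1 was listed at 0 in all samples but Young 2 (0.0541 FPKM). The log2 fold changes were -0.32 for Foxo3, -0.27 for Akt1, -0.11 for Mtor, -0.15 for Axin2, 0.18 for Tcf3, 0.01 for Tcf7l1 and -0.02 for Rac1, each with an adjusted p of 1.00 from limma with the values as deposited. With the crossed pairs as a block, chosen after seeing the values, the adjusted p from limma was 0.018 for Trim23, 0.00726 for Foxo3, 0.00591 for Akt1, 0.0156 for Tcf3, 0.0433 for Axin2 and 0.0292 for Gapdh, while Mtor (0.055), Rac1 (0.204) and Tcf7l1 (0.866) stayed short of the threshold. None of these 9 genes passed it with median scaling or quantile normalization. Gapdh had a log2 fold change of -0.48 (standard error 1.58, adjusted p = 1.00 from limma) and 0.08 with quantile normalization. The paper states normalization to GAPDH for the RT-qPCR of human muscle biopsies, and lists primers for mouse GAPDH.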
